A study of Mus musculus with 6 samples.

How the data were processed

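Gene expression was measured by RNA sequencing in mouse brain tissue from the perioculomotor region, the part of the midbrain around the oculomotor nucleus. Per the labels, mice carried a drug-inducible Cre recombinase under the control of Fos, an activity-regulated gene, together with a reporter that makes a ribosomal protein, L10a, fused to eGFP in cells where Cre has acted. Each mouse went through 6 hr of sleep deprivation and then 3 hr of recovery sleep, and the activating drug was given just before either phase, so that neurons active in waking or in sleep received the tagged ribosome. The series text names the neurons labelled during recovery sleep as the ones profiled. The labels of the single libraries do not repeat this, and carry only the words IP or Input and a number. IP stands for RNA recovered with tagged ribosomes by antibodies against eGFP, and Input is read here as RNA of the tissue before that step.

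Per the labels, each of the 3 repeats pooled tissue from 4 to 5 mice, and libraries were made with a Nextera kit. A replicate is therefore a pool of mice, and the p-values of single genes measure the spread between pools. The list tests with a preset correlation, described below, compare genes with other genes and do not measure that spread. The submitters' processing notes name RSEM, DESeq and the mouse genome build mm10, with no versions and no statement of which step used which. The aligner is not given in the sources used here.

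The deposited table holds TPM, transcript abundance scaled to a fixed total per library, as its header line states for every column, for 5538 genes in 6 libraries. TPM corrects for transcript length and sets each full library to the same total, so it keeps no read depth, and the number of reads behind each value is unknown. No count, counting interval or detection floor can be given. Every value in the table is at or above 7.00, so genes that fall under that level in any library have no value here, whichever group they were low in. The listed genes sum to between 855954 and 885495 TPM per library. Rows are ordered by the ratio of mean IP to mean Input TPM, apart from 1 place in that order. The table has 6 columns of values, all used, and 5 of its rows share their values with another row. No pair of libraries held identical values.

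TPM were transformed to log2(TPM + 1). Genes with a mean TPM of at least 1 were to be kept, a filter that left out 0 genes. IP was compared with Input in a linear model per gene with group as the only term, fitted by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on expression), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The count-based test planned for count tables was not used, because the values are TPM; the plan named limma for that case. The median gene differed by -0.23 log2 units between IP and Input on this scale, so log2 differences of single genes and of lists are given relative to that median gene. Fold changes on the log2(TPM + 1) scale understate the change of genes with low TPM. With 3 libraries per group, the smallest two-sided p an exact permutation test of a single gene could give is 0.1, so no such test could reach the threshold.

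A total of 26 gene lists with 447 entries were drawn up from textbook knowledge: transmitter types and peptides of this part of the midbrain, activity, clock and sleep-loss genes, receptors, other cell types of the tissue, and RNA classes. Of the entries, 193 were measured. The 17 lists with at least 3 measured members were tested with camera (limma), which asks whether the members of a list stand higher or lower than the other genes, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. The count of members past the threshold was also taken after adjustment over the list alone. A camera test with the correlation estimated from the data, and the rotation test fry, which asks whether a list moves at all and does not compare it with other genes, were run as alternatives. Another 6 lists had 1 or 2 measured members and 3 lists (oligodendrocyte precursor, mural and ependymal) had none, so these were not tested.

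The genes named in the text follow a rule. Its first part takes the 10 most raised and 10 most lowered genes past the threshold, with non-overlapping groups, a mean at or above the median and no predicted gene models or pseudogenes, and it gave 0 genes. Its second part takes up to 4 members of each list with the smallest p. Its last part always takes 14 genes of the region and the method, of which 13 had a value; Slc32a1 had none in the table. The rule names 72 genes in all, and some results are not reported here. The design, the lists, the rule and the main alternatives were set before the data were examined. The alternatives are a pseudocount of 0.1, quantile normalization, the replicate number as a block, and leaving out each library in turn. Centring each library on its median gene, leaving out Input 3 with centring, and leaving out both IP 1 and Input 3 with or without centring, were added after the data were seen.

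The tests were tried on simulated data with known answers. For 3 IP against 3 Input libraries with the spread of these data, 200 of 5538 genes were changed by a known amount. At a log2 change of 1, 2 and 3, limma recovered 1.49%, 14.9% and 51.5% of the changed genes, with 2 false calls. For IP 2 and IP 3 against Inputs 1 and 2 after centring, it recovered 35.8%, 86.6% and 93.9%, with 4 false calls. Of 200 lists left without a shift in simulation, 5 had an unadjusted camera p below the threshold. The simulated genes varied independently of each other. That count therefore cannot tell how often camera with the preset correlation calls unshifted lists whose members vary together. In the real data, no list call was left once the correlation was estimated.

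Gene identifiers were matched to the GENCODE annotation of the mouse genome GRCm38, the assembly that mm10 denotes, and 5534 of 5538 were found. Positions and transcript sequences come from it. Sequence shared between gene models was sought as common 25-mers of their annotated transcripts. Figures were drawn with matplotlib.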

Results

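RNA recovered with eGFP-tagged ribosomes (IP) and RNA of the whole dissected tissue (Input) were sequenced from the perioculomotor midbrain of C57BL/6 mice, in 3 libraries each. The table gives TPM for 5538 genes. The median gene stood at 27.7, 56.5 and 51.0 TPM in IP 1, IP 2 and IP 3, and at 64.3, 67.2 and 31.1 TPM in Inputs 1, 2 and 3. Read depth is unknown, because TPM do not keep it. Across genes on the log2 scale, Inputs 1 and 2 correlated at r = 0.973 and IP 2 and IP 3 at r = 0.962. IP 1 correlated with the other IP libraries at 0.831 and 0.882. Input 3 correlated with Inputs 1 and 2 at 0.722 and 0.736, and with IP 1, IP 2 and IP 3 at 0.786, 0.817 and 0.851. With Inputs 1 and 2, IP 2 correlated at 0.855 and 0.881 and IP 3 at 0.887 and 0.898, more than with Input 3. IP 1 correlated with Inputs 1 and 2 at 0.756 and 0.754, less than with Input 3. Genes are not independent replicates, and these values describe the libraries only.

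The comparison of IP with Input asks which transcripts are enriched in the neurons that carried the tag. The transcript of the tagged ribosomal protein itself, Rpl10a, was 6.34 times as abundant in IP as in Input, or 3.45 times when summed with a processed pseudogene that shares its sequence, and the neuropeptide genes Calca, Gal and Calcb were 3.13, 2.85 and 2.55 times as abundant, with every IP library above every Input library. Camera placed the list of cholinergic and motor neuron genes, such as Isl1 and Chat, higher in IP than other genes. It also placed the axonal and cytoskeletal list, which holds neurofilament genes, higher, and the list of dopamine synthesis and transport lower. With an estimated correlation these 3 list calls were lost (adjusted p = 0.316, 0.506 and 0.746), and without IP 1 the dopaminergic list was not called (0.224). Most named genes of serotonin neurons, glia and mitochondria were lower in IP than in Inputs 1 and 2, as they were in Input 3 too, apart from Gfap and Ctss, but so was the median gene. Relative to that gene, the serotonergic, astrocyte and oligodendrocyte medians without Input 3 were still -1.47, -0.70 and -1.25. Camera called none of these lists there (adjusted p = 0.0648, 0.0648 and 0.138). No single gene passed the test: limma called 0 genes higher and 0 lower in IP at an adjusted p of 0.05, with 53 higher and 53 lower at an unadjusted p of 0.05 and a smallest adjusted p of 0.806. The 3 IP values all lay above the 3 Input values in 94 genes (1.70%) and all below in 344 (6.21%), where chance gives 10% for both directions together. After each library was centred on its median gene they were 384 (6.93%) and 538 (9.71%), so the total is below the chance value in one scaling and above it in the other. Without Input 3, 19 genes were higher and 2 lower, 15 of the 19 being gene models described at the end and the lower genes being Gchfr and mt-Rnr2. Without Input 1, 1 gene was higher, Rpl10a, and 1 lower. With the replicate number as a block, 13 genes were higher, all among the gene models described at the end, and 0 lower. In that fit the SE of Calca and mt-Co1 were 0.77 and 0.80, against 0.50 and 1.27 in the main fit. The SE thus hardly followed the spread of these genes. Apobec3 was called although it had 14080 TPM in IP 3 and 14496 in Input 3. These calls therefore do not show a difference in every replicate. Without both IP 1 and Input 3, 121 were higher and 936 lower (11.4% higher), and with libraries centred on their median gene as well, 187 were higher and 160 lower (53.9% higher), so the balance of directions depended on the scaling. Leaving out IP 1 and Input 3 together was chosen after the data were seen, and members of lists that passed in the centred form of it (2 IP against 2 Input libraries, centred) are given below as a second reading.

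**Figure D1:**
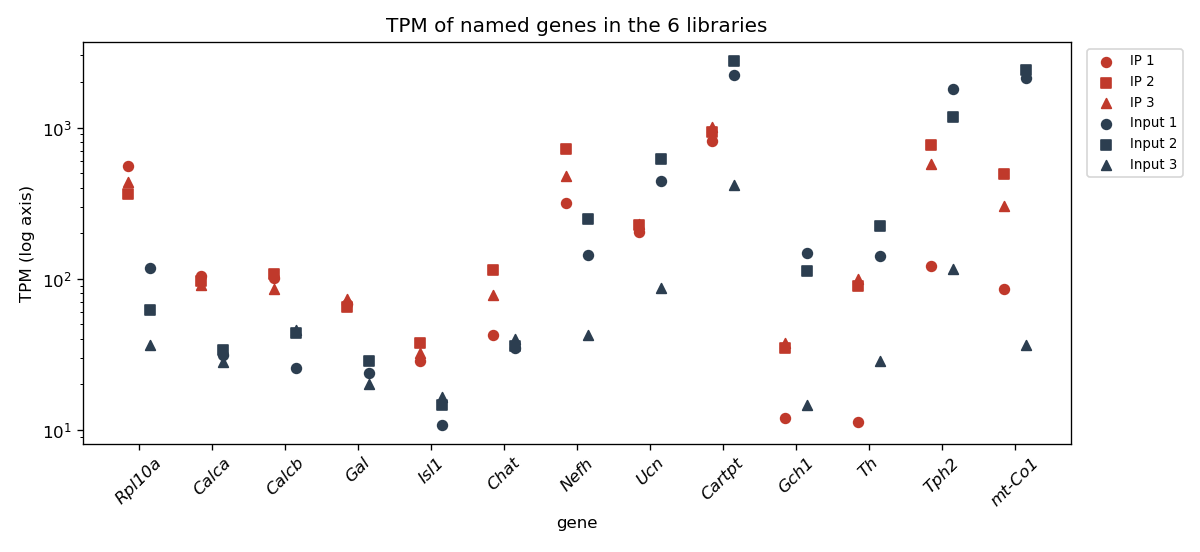
TPM (log axis) of 13 named genes in each library, IP in red and Input in dark blue, with circles, squares and triangles for replicates 1, 2 and 3. All IP points of Rpl10a, Calca, Calcb, Gal, Isl1, Chat and Nefh lie above all Input points, while for Ucn, Cartpt, Gch1, Th, Tph2 and mt-Co1 they lie below Inputs 1 and 2, with Input 3 far below those Inputs.

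Rpl10a, the ribosomal protein that carries the eGFP tag in these mice (chromosome 17, 28328471 to 28331033), had 454 ± 97.7 TPM in IP and 71.7 ± 41.3 in Input (SD, n = 3 each). Its log2 difference relative to the median gene was 3.01 (SE 0.56), with a limma adjusted p of 0.806 over all genes and 0.0181 adjusted over the list alone. Without Input 1 it was called (adjusted p = 0.0487). It was the only member of the list of cytosolic ribosomal proteins to pass the latter, and it shares sequence with a processed pseudogene, Rpl10a-ps1, which had 551, 526 and 390 TPM in IP and 97.3, 90.0 and 417 in Input, so how reads divide between the 2 is unknown. Their sum was 1110, 892 and 829 TPM in IP and 214, 152 and 454 in Input. The list as a whole stood higher than other genes in IP. All 72 measured members were above the median gene, with a median log2 of 0.92 (camera adjusted p = 3.3e-27; adjusted p = 0.645 with an estimated correlation). Rps20, Rpl18 and Rps16 had 184 ± 159, 893 ± 619 and 440 ± 369 TPM in IP against 47.2 ± 23.0, 309 ± 22.6 and 147 ± 66.6 in Input. Their spread came from IP 1, where Rps16 had 851 TPM against 139 and 330 in IP 2 and IP 3. Without IP 1 the list's median fell to 0.19 and its adjusted p was 0.0749, and in the second reading the median was 0.17, with 2 members higher and 1 lower.

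Peptides known from the Edinger-Westphal nucleus and nearby cells divided. Calca, which encodes the peptide CGRP (chromosome 7, 114631478 to 114636357), had 97.5 ± 7.13 TPM in IP and 31.1 ± 2.87 in Input, a log2 difference of 1.84 (SE 0.50). Calcb, its neighbouring paralog (chromosome 7, 114718643 to 114723365), had 98.1 ± 11 against 38.4 ± 11 TPM, a log2 difference of 1.59 (SE 0.52), and the similarity of the 2 genes leaves the split of their reads uncertain. Cartpt, Ucn and Cck, which encode the peptides CART, urocortin and cholecystokinin, went the other way against Inputs 1 and 2. Ucn had 204, 226 and 232 TPM in IP, 440 and 619 in Inputs 1 and 2, and 86.2 in Input 3. Cartpt had 917 ± 98.8 TPM in IP and 2237, 2769 and 415 in the Input libraries. Cck had 113 ± 54.9 TPM in IP and 227 ± 176 in Input. Camera placed this list higher in IP (adjusted p = 0.0328; adjusted p = 0.645 with an estimated correlation), with a mean log2 of 0.49 but a median of -0.15, and Calca and Calcb were the 2 of 5 measured members above the median gene. Calca passed in limma when adjusted over the list alone (adjusted p = 0.0325), and 0 members passed over all genes. The list's call ended without IP 1, IP 2, IP 3, Input 1 or Input 3 in turn (adjusted p = 0.121, 0.0704, 0.074, 0.204 and 0.347). It also ended under quantile normalization (0.395), with the replicate block (0.152) and with centred libraries (0.311). In the second reading, Calca and Calcb were higher (log2 1.82 and 1.81) and Cartpt and Ucn lower (-1.03 and -0.86).

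Among the other neuropeptides, Gal, which encodes galanin, had 68.5 ± 4.13 TPM in IP and 24.1 ± 4.20 in Input (log2 1.71, SE 0.51). It passed in limma when adjusted over the list alone (adjusted p = 0.0347). In the second reading Gal was higher and Sst lower. Penk and Sst had relative log2 values of -0.63 and -0.35, Sst with 56.1 ± 10.5 TPM in IP and 174, 181 and 17.8 in the Input libraries. The list did not stand apart (camera adjusted p = 0.484), its median of -0.35 and mean of 0.24 having opposite signs. Genes of dense-core vesicles and peptide processing did not either (11 measured, median -0.22, adjusted p = 0.591). Scg2, Scg5, Chgb and Pcsk2 had log2 values of -0.95, -0.59, -0.40 and -0.22, and 3 members of this list were lower in the second reading.

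Genes of cholinergic and oculomotor motor neurons stood higher than other genes in IP. All 7 measured members were above the median gene, with a median log2 of 1.26 (camera adjusted p = 9.4e-09; adjusted p = 0.316 with an estimated correlation). Isl1, a transcription factor of motor and other cholinergic neurons, had 32.7 ± 4.58 TPM in IP and 13.9 ± 2.90 in Input (log2 1.41, SE 0.44). Chat, the enzyme that makes acetylcholine, had 42.5, 114 and 78.3 TPM in IP and 34.7, 36.1 and 40.1 in Input (log2 1.18, SE 0.55). Slc18a3, the vesicular acetylcholine transporter, lies inside the Chat locus (32462438 to 32464850, within 32408203 to 32465989 on chromosome 14) and shares its strand. It had 170 ± 42.1 TPM in IP and 43.1, 69.3 and 176 in the Input libraries. Prph, an intermediate filament of motor neurons, had 165 ± 23.6 against 85.4 ± 38.9 TPM. No member passed over all genes or when adjusted over the list alone, and 2 of the 7 (Calcb and Prph) stand in another list too. The list's call held with each library left out in turn, and in the second reading 6 of the 7 members were higher.

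**Figure D2:**
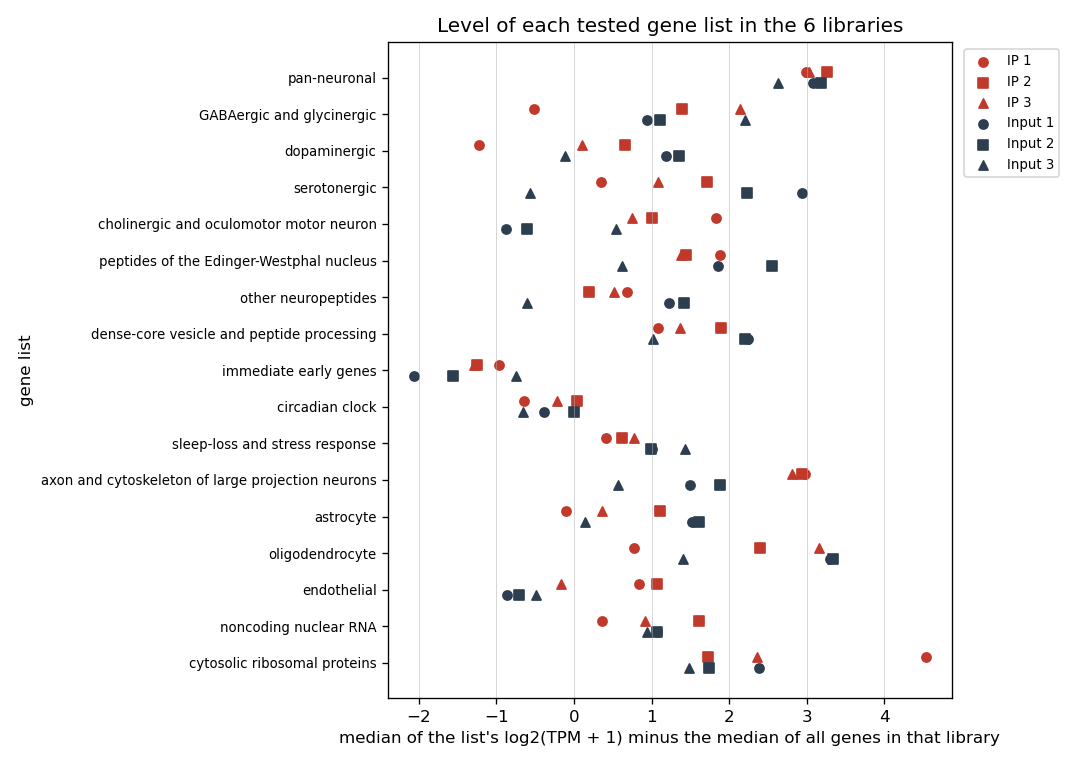
Median log2(TPM + 1) of each tested list minus the median of all genes in the same library (horizontal axis), IP in red and Input in dark blue, with circles, squares and triangles for replicates 1, 2 and 3. The cholinergic, axon and endothelial lists have all IP points above all Input points, and the list of sleep-loss and stress response has all IP points below them. Input 3 lies nearer the IP libraries than Inputs 1 and 2 do in the cholinergic, dopaminergic and astrocyte lists but farther in the axon list.

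Axonal and cytoskeletal genes of large projection neurons stood higher in IP. All 12 measured members were above the median gene, with a median log2 of 0.85 (camera adjusted p = 8.1e-09; adjusted p = 0.506 with an estimated correlation). Nefh, the heavy neurofilament chain (chromosome 11, 4938754 to 4948064), had 504 ± 201 TPM in IP and 146 ± 104 in Input (log2 2.26, SE 0.67). Nefm, the medium chain, had 1019 ± 492 against 432 ± 74.3 TPM (log2 1.38), and Spp1, which encodes osteopontin, had 748 ± 98.7 against 333 ± 82.6 TPM (log2 1.41). None of the 12 passed over all genes or when adjusted over the list alone, and 7 were higher in the second reading. Nefh, Nefm and Nefl stand in the pan-neuronal list too, and Prph in the cholinergic list, so these lists are not independent. Pan-neuronal genes as a whole were not called against other genes (15 measured, median 0.06, camera adjusted p = 0.484), with 3 higher and 1 lower in the second reading. Gap43, a growth-cone protein, had 261 ± 123 TPM in IP and 1155, 1070 and 247 in Inputs 1, 2 and 3, and Syt1, a synaptic vesicle protein, had a log2 of -0.82.

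Of the dopaminergic list all 5 measured members were below the median gene in IP, with a median log2 of -1.06 (camera adjusted p = 0.0235; adjusted p = 0.746 with an estimated correlation). Slc18a2, the vesicular monoamine transporter, had 49.7 ± 41.3 TPM in IP and 127 ± 89.0 in Input, and Gch1, which makes the cofactor of tyrosine hydroxylase, 28.2 ± 14.1 against 91.4 ± 68.9 TPM. Th, tyrosine hydroxylase, had 11.3, 89.8 and 100 TPM in IP and 140, 222 and 28.5 in Input. Aldh1a1 had a log2 of -1.13. None passed over all genes or over the list alone, and 3 were lower in the second reading. Without IP 1, the library with the lowest values of these genes among the IP libraries, the median was -0.53 and the adjusted p 0.224, while without Input 3 the median was -1.69. Serotonergic genes had a median of -0.50 over 3 members (camera adjusted p = 0.494). Tph2, which makes serotonin in neurons, had 121, 765 and 575 TPM in IP and 1792, 1171 and 116 in Input. Slc6a4, the serotonin transporter, and Maob, which breaks monoamines down, had relative log2 values of -0.50 and -0.58, and 2 of the 3 were lower in the second reading.

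Markers of fast transmission were not called in either direction. The GABAergic and glycinergic list (3 measured) had a camera adjusted p of 0.94, with a direction of up that its median of -0.42 and mean of -0.07 do not share. Gad1 and Gad2, which make GABA, had 132 ± 106 and 52.8 ± 37.0 TPM in IP against 169 ± 38.9 and 75.4 ± 47.8 in Input, and Pvalb, a calcium-binding protein, had 379 ± 17.4 against 267 ± 152. In IP 1, Gad1 was at 19.1 TPM. Pvalb was the 1 member higher in the second reading (log2 1.40, adjusted p = 0.0317), though Input 3, left out there, had 427 TPM of it, more than any IP library. Of the glutamatergic list only Slc17a6, the vesicular glutamate transporter VGLUT2, and Nrn1 had values. Slc17a6 had 8.70, 57.5 and 65.3 TPM in IP and 49.1, 58.2 and 24.6 in Input, and Nrn1 had a log2 of -0.66.

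Immediate early genes, the class that drives the labelling here, did not stand apart in IP (6 measured, median 0.23, camera adjusted p = 0.466). Fos had 14.2 ± 5.90 TPM in IP and 17.3 ± 6.78 in Input. Dusp1, Jun and Arc had relative log2 values of 0.85, 0.46 and 0.05. Without Input 3 the list was called higher (adjusted p = 0.0109; adjusted p = 0.619 with an estimated correlation), with 0 members passing. Circadian clock genes were not called against other genes (6 measured, median 0.04, adjusted p = 0.94). Ciart had a log2 of 0.61, and Bhlhe40, Tef and Nr1d1 had -0.37, -0.31 and -0.16. Genes of the response to sleep loss and protein-folding stress stood lower than other genes in IP, with all 11 measured members below the median gene and a median log2 of -0.37 (camera adjusted p = 0.0244; adjusted p = 0.885 with an estimated correlation). Cirbp, a cold-inducible RNA-binding protein, had 70.9 ± 29.1 TPM in IP and 130 ± 48.3 in Input, and the endoplasmic reticulum chaperone Hsp90b1 had 94.6 ± 62.8 against 163 ± 67.1. Pdia4 and Pdia6, protein disulfide isomerases, had log2 values of -0.55 and -0.53. None of the 11 passed over all genes, over the list alone or in the second reading, and the call ended without IP 1 (adjusted p = 0.167) or Input 3 (0.133). The median without Input 3 was -0.39. With libraries centred as well, camera called the list lower (adjusted p = 0.0185; adjusted p = 0.579 with an estimated correlation). Of the receptors for wake and sleep modulators only Adora1, an adenosine receptor, had a value, with 52.3 ± 27.1 TPM in IP and 50 ± 19.4 in Input.

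Markers of other cell types mostly had fewer TPM in IP than in Inputs 1 and 2, as the median gene did too (log2 -0.60 without Input 3), and Input 3 was low in most of them. In the astrocyte and the oligodendrocyte list, 2 of 7 measured members each lay above the median gene. The astrocyte list (7 measured) had a median log2 of -0.30 and a camera adjusted p of 0.484. Ntsr2 had 25.8, 70.5 and 65.9 TPM in IP and 187, 208 and 10.4 in Input, Agt and Glul had log2 values of -0.64 and -0.25, and Gfap had 19.8 ± 4.45 against 41.6 ± 23.3 TPM with its highest value, 67.3, in Input 3. The oligodendrocyte list (7 measured) had a median of -0.62 and an adjusted p of 0.494. Cnp, an enzyme of myelin, had 48.2, 263 and 479 TPM in IP and 643, 688 and 83.7 in Input, and Mal and Trf had log2 values of -0.71 and -0.62, while Cnp stood at -0.64. In the second reading 2 members of each of these lists were lower, Ntsr2 and Agt of the astrocyte and Mal and Trf of the oligodendrocyte list. Without IP 3 the oligodendrocyte list was called lower (adjusted p = 0.0108; adjusted p = 0.746 with an estimated correlation). Without Input 3 the astrocyte and oligodendrocyte medians relative to the median gene were -0.70 and -1.25, and the endothelial median was 0.68. With libraries centred as well, camera called both glial lists lower (adjusted p = 0.0104 for both). With an estimated correlation they were not called there (0.411 and 0.579). The endothelial list was called higher in IP with 3 measured members, all above the median gene (median log2 0.39, camera adjusted p = 0.0244; adjusted p = 0.645 with an estimated correlation). It rested on IP 2, where Ly6c1 had 278 TPM against 50.3 and 67.3 in IP 1 and IP 3 and 30.7 ± 7.64 in Input. Slc2a1 and Egfl7 had 113 and 119 TPM in IP 2. In the second reading Ly6c1 alone was higher. Its call ended without IP 2 (adjusted p = 0.537) or Input 1 (0.0669), under quantile normalization (0.0585) and with centred libraries (0.074).

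Lists with 1 or 2 measured members were not tested. Microglial Ctss had a log2 of -0.51, Ptgds of the meninges had 354 ± 204 TPM in IP and 1019, 1599 and 85.3 in Input, and the globin genes Hbb-bs and Hba-a1 had 88.5 ± 65.7 and 38.8 ± 30.4 TPM in IP against 326 ± 347 and 113 ± 113 in Input. Of mitochondrially encoded genes, mt-Co1 had 85.9, 491 and 301 TPM in IP and 2124, 2388 and 36.4 in Input, and mt-Nd1 had 53.9, 299 and 206 against 1672, 1358 and 16.5. In the second reading Ptgds, mt-Co1 and mt-Nd1 were lower. Noncoding nuclear RNAs (7 measured) had a median of -0.04 and a camera adjusted p of 0.978. Malat1 had 35.7, 1425 and 658 TPM in IP and 763, 1076 and 318 in Input, Snhg14 had 3837 TPM in IP 1 against 300 and 303 in IP 2 and IP 3, and Rian had 192 TPM in Input 1 against 19.0 and 12.2 in Inputs 2 and 3. Peg13 had a log2 of -0.16.

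A set of 15 gene models separated the libraries in a way that did not follow the groups. These models, picked after the values were seen as those at least 10-fold higher in every IP library and in Input 3 than in Inputs 1 and 2, held 33.4%, 19.0% and 22.7% of all TPM in IP 1, IP 2 and IP 3 and 45.3% in Input 3, but 0.0357% and 0.0502% in Inputs 1 and 2. Gm42427 (chromosome 5, 44137980 to 44143271) had 48197, 26787 and 34002 TPM in IP, 38.9 and 50.6 in Inputs 1 and 2 and 97660 in Input 3. Apobec3, a gene of antiviral defence (chromosome 15, 79891659 to 79915906), had 31273, 9226 and 14080 TPM in IP, 8.04 and 10.5 in Inputs 1 and 2, and 14496 in Input 3, and the cyclin gene Ccnd2 (chromosome 6, 127125162 to 127152193) had 1590, 789 and 840 TPM in IP, 15.5 and 18.0 in Inputs 1 and 2, and 1737 in Input 3. Because TPM sum to a fixed total, what these models hold lowers all other TPM of the same library.

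**Figure D3:**
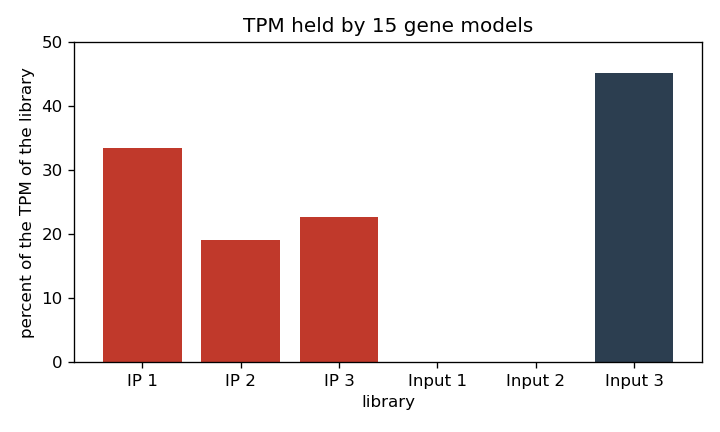
Percent of the TPM of each library held by the 15 gene models (vertical axis from 0), IP in red and Input in dark blue. The bars of the IP libraries and of Input 3 lie between 19.0% and 45.3%, and those of Inputs 1 and 2, 0.0357% and 0.0502%, are too low to see.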

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

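Alternatives with centred libraries and those without Input 3 and IP 1 together were chosen after seeing the data. Values are log2 differences relative to the median gene for genes, and adjusted p for lists. Of the 70 genes named by the rule and reported, 44 kept their side of the median gene in every alternative run. None changed side with a pseudocount of 0.1 or quantile normalization. The replicate block and centring leave these gene values as they are by construction. Dropping the minimum on mean TPM removes no gene and was not run as a separate setting, and alternatives for counts do not apply. TPM hold no depth, so what depth limits cannot be said. Unless a sentence gives one, the cause of a change was not tested.

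Counts of higher and lower genes were 0 and 0 in the main comparison. Leaving out each library in turn gave from 0 to 19 higher and from 0 to 2 lower genes, the highest without Input 3. Without Input 3 and centred they were 16 and 1, the lower gene being mt-Rnr2. Without IP 1 and Input 3 together they were 121 and 936, and 187 and 160 when centred. Of the 7 lists called, leaving out each library gave from 3 (without IP 1) to 7, an estimated correlation within the list left 0 and fry in place of camera left 0. Centring each library called 5 lists. Leaving out Input 3 with centring called 10 (4 higher and 6 lower), the oligodendrocyte list among them (0.0104). Leaving out IP 1 and Input 3 together called 8, and with centring 7, among the latter the serotonergic (0.0101), astrocyte (0.0255), dense-core vesicle (0.0431) and immediate early gene (0.0101) lists, which the main test did not call. With an estimated correlation these were at 0.539, 0.504, 0.539 and 0.539, and no list was called in any of the settings (smallest adjusted p = 0.194). The same-numbered IP and Input libraries deviated together at r = -0.0994, 0.249 and -0.167 across genes, and not every library correlated best with its own number. With 3 libraries per group, in which IP 1 and Input 3 stood apart, these values cannot decide whether same-numbered libraries share a pool. With the replicate block, 13 genes were higher, all among the 15 gene models. These gene calls do not show a difference in every replicate, as given above for Apobec3. In that fit 6 lists were called, the peptides of the Edinger-Westphal nucleus no longer (0.152).

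Lists that changed direction were never past the threshold in the new one. Under quantile normalization the pan-neuronal and the GABAergic and glycinergic lists were lower (0.888 for both), and the latter was lower also under the replicate block (0.809) and with each library centred on its median gene (0.82). With fry, the pan-neuronal (0.938), GABAergic and glycinergic (0.895) and circadian clock (0.895) lists were lower. Without Input 3 and centred, the other neuropeptides were lower (0.807). Without IP 1 and Input 3 together the noncoding nuclear RNA list was higher (0.157), and when centred as well that list was higher (0.252) and the other neuropeptides (0.718) and the peptides of the Edinger-Westphal nucleus (0.951) lower. Over single libraries left out, adjusted p ran from 0.165 to 0.821 for the GABAergic and glycinergic list, 0.0648 to 0.975 for the serotonergic list, 0.0109 to 0.975 for immediate early genes, 0.399 to 0.988 for the circadian clock, 0.0108 to 0.993 for the oligodendrocyte list and 0.399 to 0.975 for noncoding nuclear RNA, each with a change of direction.

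Genes that changed side did so mostly through IP 1 or an Input library. Without Input 3 and centred, Fos was at 0.60, Gfap at 0.10 and Peg13 at 0.082. Without IP 1 and Input 3 together, centred or not, Slc17a6 was at 0.52, Gad1 at 0.39, Pcsk2 at 0.065, Fos at 0.69, Tef at 0.22, Nr1d1 at 0.29, Gfap at 0.0048, Malat1 at 0.42 and Peg13 at 0.15. Leaving out single libraries gave these ranges. Slc17a6 ran from -0.50 to 0.52, Gad1 from -1.27 to 0.12, Gad2 from -0.80 to 0.23, Maob from -1.47 to 0.022, Tph2 from -1.34 to 0.10, Slc6a4 from -1.53 to 0.21, Sst from -1.06 to 0.018 and Fos from -0.42 to 0.60. Arc ran from -0.10 to 0.18, Nr1d1 from -0.54 to 0.39, Adora1 from -0.025 to 0.39, Gfap from -1.22 to 0.10, Glul from -0.75 to 0.076, Ntsr2 from -1.37 to 0.16, Cnp from -1.25 to 0.055 and Trf from -1.40 to 0.042. Slc2a1 ran from -0.36 to 0.87, Ptgds from -1.48 to 0.057, Hba-a1 from -1.64 to 0.19, Hbb-bs from -1.94 to 0.36, Malat1 from -1.64 to 0.57, Peg13 from -0.37 to 0.082, mt-Nd1 from -2.72 to 0.036 and Ucn from -0.64 to 0.21.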

Other observations

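The tests of shared sequence, of pulldown enrichment, of the level of other genes in Input 3, of GC content and of the pan-neuronal genes, like the fits without IP 1 and Input 3, were chosen after the results were seen. Outside the lists, the smallest unadjusted p values belonged to genes chosen after their values were seen. Acvr2b, a receptor for activins, had 108 ± 10.4 TPM in IP and 21.1 ± 1.69 in Input, a relative log2 of 2.52 (SE 0.51). E2f1, a cell-cycle transcription factor, had 34.7 ± 5.77 against 9.04 ± 1.30 TPM (log2 2.05, SE 0.40). Ppp1r14b, an inhibitor of protein phosphatase 1, and Unc13d, a vesicle-priming protein, had 225 ± 128 and 81.0 ± 37.9 TPM in IP against 35.2 ± 5.22 and 13.6 ± 6.98 in Input. In all of these every IP library lay above every Input library, and the limma adjusted p was 0.806, or 0.90 for Unc13d.

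With IP 2 and IP 3 set against Inputs 1 and 2 after centring, the naming rule, with the 15 gene models left out, gave 10 genes on each side that passed in limma. The higher ones were Mdm2 (log2 3.19), Pabpc1 (3.05), Arpc1b (2.89), Acvr2b (2.60), Mafg (2.57), Rpl10a (2.55), Ppp1r14b (2.47), Tdg (2.43), Ccnt1 (2.35) and Ly6c1 (2.26). Input 3, left out of this fit, had more Mdm2 (604 TPM) than any IP library (209 to 242 TPM), and also more Arpc1b, Tdg and Ccnt1. The lower ones were mt-Rnr2 (log2 -3.02), mt-Nd1 (-2.27), mt-Co1 (-2.22), Gchfr (-1.97), S100a1 (-1.89), mt-Ts1 (-1.88), Stx4a (-1.60), Gpx3 (-1.59), Ctxn1 (-1.52) and Gap43 (-1.49). They include 4 genes encoded by mitochondrial DNA. Input 3 had fewer TPM than every IP library in the first 6 of them, and with all libraries mt-Ts1 was at 0.29 and Gchfr at -0.09, so the direction of the former and the size of the latter rest on leaving Input 3 out.

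Reads shared through a common sequence are a candidate explanation for the 15 gene models that were high in the IP libraries and in Input 3: 7 of the 15 have annotated transcripts that hold the same 25-mer, where length-matched random sets of genes reached a median of 2 and a highest of 5 in 1000 draws. The other 8 do not hold it. The 2 further genes that do, Cep85 and Miga1, were at 1.004 and 0.532 times Inputs 1 and 2 in Input 3, against 86.4 to 2183 times in the 7. These TPM ratios are not set against the median gene, where the log2 difference of Input 3 was -1.05. Relative to it Cep85 was raised and Miga1 lay near it. Both stayed far below the 7, which goes against shared reads as the whole cause. Enrichment by the pulldown stays open, because Input 3 was at a median of 846 times the mean of Inputs 1 and 2 in these models, which would argue against it only if the label of Input 3 can be relied on. A property of the libraries shared by the IP samples and Input 3, such as the amount of RNA they were made from, was not tested.

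Input 3 stood apart from Inputs 1 and 2. The TPM taken by the gene models could explain the lower level of its other genes, as the median log2 difference from Inputs 1 and 2 was -1.05 with the models and 0.034 once they were left out and libraries rescaled, but not the order of those genes, since without the models Input 3 still correlated with Inputs 1 and 2 at no more than 0.790. A GC trend shared with the IP libraries is argued against too, as the difference from Inputs 1 and 2 went with GC content at rho = -0.152 in Input 3 and at 0.282, 0.174 and 0.0961 in IP 1, IP 2 and IP 3 (across 5534 genes). A pulldown library under a wrong label may explain it. Positions were taken on log2 values centred on each library's median gene, from 0 at Inputs 1 and 2 to 1 at the IP mean. With the models left out, Input 3 had a median position of 0.912 (quartiles 0.553 and 1.31) over 242 higher genes. It was 1.05 over 130 lower genes. Those genes were chosen against the same Inputs 1 and 2, whose noise raises the position, and no value for unchanged genes is given. With no library shared, IP 2 minus Input 1 and Input 3 minus Input 2 correlated across genes at r = 0.503. Here the 15 models were not left out. They were picked as high in the IP libraries and Input 3, which raises this r, and no value without them is given. Chat, Isl1 and Calcb had positions of 0.76, 0.75 and 0.70. Without centring, Chat had 40.1 TPM in Input 3, 34.7 and 36.1 in Inputs 1 and 2, and 42.5 to 114 in IP. Lower positions were -0.05 for Rpl10a (but 1.08 for its processed pseudogene), 0.40 for Calca and 0.36 for Gal. Acvr2b, E2f1, Ppp1r14b and Unc13d were at 0.34 to 0.51. Acvr2b, E2f1, Ppp1r14b and Unc13d were picked for a small p with Input 3 in the Input group, a choice that favours a low position. Rpl10a and Calca were set to be named before the data were examined, as were Chat and Calcb. The axon list ran as labelled, at 0.57 in Input 3, 1.49 and 1.88 in Inputs 1 and 2. It was at 2.81 to 2.98 in IP. Across all genes, IP 2 and IP 3 correlated more with Inputs 1 and 2 (0.855 to 0.898) than with Input 3 (0.817 and 0.851). IP 1 went the other way (0.756 and 0.754 against 0.786). The models were not left out of these values either, and they raise the correlation of each IP library with Input 3. A library property shared with the IP samples would give the same median and was not tested, nor was a biological explanation, and the main comparison keeps Input 3 in its labelled group.

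The cholinergic and oculomotor motor neuron genes stood above other genes in IP. With an estimated correlation the list was not called, with all libraries (adjusted p = 0.316) or without Input 3 (0.532). A loss of other cell types that raises all neuronal genes alike is argued against as the whole cause, because the pan-neuronal median was 0.059 against 1.26 for this list, a gap of 1.20 beside an SD of 0.90 over the pan-neuronal members (0.89 beside 0.95 without Input 2, and 1.62 beside 1.006 without Input 3), and the dopaminergic median was -1.06. Across libraries the test set beforehand lay between its bounds, as the cholinergic minus pan-neuronal level was 1.37 higher in IP than in Input with a pooled SD of 0.86 (-2.09 in Input 3, -1.17, -2.26 and -2.29 in the IP libraries and -3.95 and -3.79 in Inputs 1 and 2). Enrichment of these transcripts in the tagged neurons stays open as the explanation the design names.

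The 6 libraries can be split in 10 ways, too few for a share under 0.05. With limma, all 10 splits gave 0 higher and 0 lower genes, the highest of the other splits being 0. For the gene lists the real split called 7 and the highest other split 8, with 3 of the 10 at 7 or more. The splits that grouped Input 3 with IP 1 and IP 2 or with IP 1 and IP 3 both called 8 lists, and gave 1182 and 1901 genes at an unadjusted p of 0.05 against 106 for the real split, which 3 more splits also exceeded (274, 239 and 134). With centred libraries the first 2 were 554 and 542 against 411, and the other splits at most 312, so most of that gap went with the scaling.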
